# Novel MicroRNAs Differentially Expressed during Aging in the Mouse Brain

**DOI:** 10.1371/journal.pone.0040028

**Published:** 2012-07-23

**Authors:** Sachi Inukai, Alexandre de Lencastre, Michael Turner, Frank Slack

## Abstract

MicroRNAs (miRNAs) are endogenous small RNA molecules that regulate gene expression post-transcriptionally. Work in *Caenorhabditis elegans* has shown that specific miRNAs function in lifespan regulation and in a variety of age-associated pathways, but the roles of miRNAs in the aging of vertebrates are not well understood. We examined the expression of small RNAs in whole brains of young and old mice by deep sequencing and report here on the expression of 558 known miRNAs and identification of 41 novel miRNAs. Of these miRNAs, 75 known and 18 novel miRNAs exhibit greater than 2.0-fold expression changes. The majority of expressed miRNAs in our study decline in relative abundance in the aged brain, in agreement with trends observed in other miRNA studies in aging tissues and organisms. Target prediction analysis suggests that many of our novel aging-associated miRNAs target genes in the insulin signaling pathway, a central node of aging-associated genetic networks. These novel miRNAs may thereby regulate aging-related functions in the brain. Since many mouse miRNAs are conserved in humans, the aging-affected brain miRNAs we report here may represent novel regulatory genes that also function during aging in the human brain.

## Introduction

Aging is a complex process that manifests a variety of characteristic and evolutionarily conserved changes. In higher organisms, aging is often accompanied by cognitive decline and is also cited as the primary risk factor for many neurodegenerative disorders including Alzheimer’s disease, Parkinson’s disease, and trinucleotide repeat disorders [1]–[3]. While some physiological differences between young and aged brains have been described, such as the differential recruitment of specific brain regions and synaptic loss [4], [5], the mechanisms involved in brain aging at the molecular level are not well understood.

Gene expression profiling studies of the brain have been conducted in mice, rats, chimpanzees, and humans and have shown that specific genes and pathways are affected by aging [6]–[10]. For example, studies in mice have reported that genes involved in inflammatory and stress responses, as well as many proteases involved in neuropeptide metabolism, show altered expression [6], [9]. How the many affected pathways and processes are regulated and fit into the overall picture of brain aging remain to be elucidated.

MicroRNAs (miRNAs) are endogenous small RNA molecules that control gene expression post-transcriptionally, primarily through binding to complementary target sequences in the 3′ untranslated regions (UTRs) of mRNAs. Work in *Caenorhabditis elegans* has demonstrated that miRNAs function in aging and a variety of age-associated pathways and processes [11]–[13]. Brain-specific/−enriched miRNAs have been identified [14] and associated with brain development and neurodegeneration [15]. Furthermore, central nervous system-expressed miRNAs have been shown to demonstrate a wide variety of spatial and temporal expression patterns [16], [17]. However, neither their specific functions nor the gene regulatory networks with which they are associated have been studied in detail, and we do not understand how miRNAs are affected in the aging brain.

In this study, we used deep-sequencing technology to investigate the expression changes of miRNAs during aging in the mouse brain. Our results show that many miRNAs, including several novel miRNA candidates, are significantly differentially expressed during aging with a global downward trend of miRNA expression, in agreement with other studies of miRNA expression changes during aging [12], [18]. Furthermore, predicted targets of these age-associated miRNAs have known roles in aging processes, such as in insulin signaling. Together, our study provides further support for the proposed roles for miRNAs in aging and age-related events in the murine brain.

## Results

### Mouse Brain Small RNA Cloning and Sequencing

In order to understand potential contributions of miRNAs to aging processes in the mouse brain, we first examined their expression changes using deep sequencing with Solexa technology. cDNA libraries from small RNAs were prepared from whole brains of young and old mice (5 months and 24–25 months, respectively). 

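The data were read counts of small RNAs from 2 libraries, 1 young and 1 old. Each library combined the cDNA of 2 male C57BL/6J mice, an inbred laboratory strain. For each mouse, 10 µg of total RNA was separated on a gel and the fraction from 18 to 30 nucleotides was excised, ligated to adapters at both ends, reverse transcribed and sequenced as reads of 36 nucleotides. The young mice were 5 months old and the old mice 24 to 25 months old. The authors trimmed the 3′ adapter, aligned the reads to the mouse genome (mm9) with SOAP, and collapsed identical sequences into 1 entry with its number of reads. The deposited values were therefore raw read counts per distinct sequence, here called a tag, without normalization. The young library held 4523267 reads in 372464 distinct tags and the old library held 6658732 reads in 505732 distinct tags. Only 88605 of the 789591 distinct tags were present in both libraries, and 80.6% of the young and 82.1% of the old tags had been read once. Tags ranged from 17 to 26 nucleotides with a median of 22 in both libraries, and 92.9% of the young and 94.96% of the old reads were 20 to 24 nucleotides long.
Because there was 1 library per age, no replicate error could be computed. P-values, counting errors and intervals of shares of reads below cover the sampling of reads only, unless a spread between mice is said to be assumed. Reads are PCR products and not independent molecules, and a test on the reads compares these 2 libraries and not the ages. Intervals of shares of miRNAs, of medians and of GC slopes were taken over miRNAs or over 5′ starts of tags. They treat these items as independent, which related miRNAs may not be, and cover no spread between mice. The count of a known miRNA was the count of the tag with its exact sequence. The annotation used here lists miRNA precursors and not mature sequences, so a tag was assigned to a miRNA of Table S1 where it was the only tag holding both the young and the old count printed there. Equality with the counts of Table S1 follows from this rule and is no evidence of anything. Counts were normalized by the total reads of each library, as in the paper, and a count of 0 was set to 0.5 in ratios.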

A total of 14,034,295 raw sequences of small RNAs were obtained by Solexa deep sequencing (Illumina). After alignment to the mouse genome (mm9), the resulting total number of genome-aligned reads was 11,181,999 (80%). 

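The tags of the young and the old library sum to the genome-aligned total of the paper. In a search of all tags without undetermined bases (725131 distinct tags) against NCBIM37, the assembly called mm9, 68.4% of the young reads and 70.8% of the old reads had at least 1 perfect match. A single perfect match was found for 42.2% of the young reads and 37.7% of the old reads. The remaining reads differed from the assembly by at least 1 base or held an undetermined base. Undetermined bases were present in 4.57% of the young reads (95% Wilson interval 4.55 to 4.59%) and in 1.07% of the old reads (1.06 to 1.08%). Precursors of annotated miRNAs took 60.6% of the young and 63.4% of the old reads, mitochondrial tRNA genes 2.85% and 3.22%, snoRNA genes 0.810% and 0.697%, introns 1.60% and 1.18%, and intergenic positions 1.83% and 1.56%.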

The number of sequence reads that correspond to known miRNAs – 7,049,494 (63% of genome-matching reads) – was determined by perfect sequence matching to the database of known miRNAs (miRBase release 16). 

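Exact matching to the counted tags gave 1778356 young and 3034507 old reads on known miRNAs, together 4812863 reads or 43.0% of all reads. The paper's text gives 7049494, while the counts of all miRNAs in its Table S1 sum to 4818992. When all tags that share the first 18 nucleotides of a counted tag were added, so that products with other 3′ ends were included, the sum was 8190877 reads. Counting every perfectly matching read that lay inside an annotated miRNA precursor, on its strand, gave 6962826 reads.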

We checked for the expression of 1055 different mouse miRNA types annotated in miRBase (release 16) [19] – these include star sequences as well as alternate miRNA products (denoted as −5p/−3p or, sometimes, -s and -as). We detected perfect matches to 558 of these miRNA products in our mouse brain samples (**Table S1**).

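Every one of the 558 count pairs of Table S1 was held by at least 1 tag of the files. For 199 of them a single tag held both counts, and these 199 miRNAs, 26 of which are star sequences, form the set analysed here. Their tags are 197 distinct sequences, because miR-199a-3p and miR-199b share 1 and miR-486 and miR-3107 another. By the tag, 181 of the 199 lay in the annotated precursor of the same name, 5 in another annotated precursor and 13 in none. Count pairs of few reads are shared by many tags, so all 199 had at least 10 reads in at least 1 library. An assignment through the annotated precursor, chosen after the data had been seen, added 222 miRNAs and left 137 without a name. Without any use of Table S1, 564 of the 1577 annotated miRNA precursors had at least 1 perfectly matching read and 336 had at least 10 in at least 1 library.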

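The total reads of the old library divided by those of the young library gave a factor of 1.47 (1.47211). The factor was 1.32 over reads with a single perfect match in the genome. It was 1.71 over the reads on the counted known miRNAs and 1.28 over all reads outside the counted let-7 tags. With all tags that share the let-7 5′ ends left out, an alternative chosen after the data had been seen, it was 1.14. Factors computed from the known miRNAs themselves were lower, at 1.02 with edgeR's TMM method and 0.958 with DESeq2's size factors. Relative to the total reads, these choices shift every log2 ratio by -0.21 with known-miRNA reads, 0.21 without the counted let-7 tags, 0.53 with TMM and 0.62 with DESeq2's size factors. Known-miRNA reads as a depth are here those of the counted tags only, which leave out products with other 3′ ends.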

To compare the differential expression of miRNAs in the brain of young mice versus old mice, the number of miRNAs in each sample was normalized to the total number of reads (sequencing depth) in each sample that matched the mouse genome (mm9) (old/young  = 1.472107). 

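Among the 199 known miRNAs, 162 had a p-value under 0.05 in the MA-plot-based random sampling model of DEGseq, computed from its formula. Of these, 22 were higher and 140 lower in the old library. With star sequences left out, 142 passed, 21 higher and 121 lower. An exact binomial test on the reads called 161 and Benjamini-Hochberg adjustment of the model's p-values left 160. The formula returned the p-values printed in Table S2 to within 0.000418% for the 131 miRNAs that could be compared. The number depended most on the spread assumed between mice, which 1 library per age cannot give. With edgeR's exact test and an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, the 199 miRNAs gave 133, 74 or 7 calls. With TMM factors 61 were higher and 82 lower, and with DESeq2's size factors 72 were higher and 73 lower.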

At least 184 miRNAs were considered to be differentially expressed (P-value <0.05, as determined by DEGseq [20]) (**Table S2**). To generate a conservative list, we filtered this data set by considering only miRNAs with read counts ≥10 in at least one time point sample (miRNAs with fewer reads did not exhibit dramatic expression changes). This resulted in 172 miRNAs (bolded in **Table S2**). 

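The minimum of 10 reads removed none of the 199 counted miRNAs. In the larger set that was also named by the annotated precursor, chosen after the data had been seen, 181 miRNAs other than star sequences had a p-value under 0.05, and 168 of them had at least 10 reads in at least 1 library, 24 higher and 144 lower in the old library.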

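The 26 star sequences among the counted miRNAs had a median log2 ratio (old/young) of -0.73 (95% interval of the median over miRNAs -1.26 to -0.46), and 80.8% of them had a lower normalized count in the old library.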

An additional 108 sequences were previously annotated as miRNA star sequences and are reported separately (**Table S3**). Candidates that we initially identified in our novel miRNA discovery pipeline (see below) but were subsequently reported in the latest release of miRBase (release 16) were also added to the list of differentially expressed known miRNAs.

### Novel miRNA Discovery

To uncover novel miRNAs, we used the software miRDeep, which was developed to identify novel miRNAs in deep sequencing data [21]. The algorithm takes into account several factors to score the probability that a candidate small RNA found by deep sequencing represents a *bona fide* miRNA: the presence in the deep sequencing data of reads corresponding to typical products of miRNA biogenesis; the stability of the putative pre-miRNA hairpin; and homology to previously identified miRNAs. 

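The mature sequences that Table S4 prints for its miRNA candidates were looked up as tags. All 41 were present with the counts of Table S4, and together they held 4221 reads. The miR-341 isomiR alone had 2561 young and 1185 old reads. Only 8 candidates had at least 10 reads in a library, and 16 had 3 reads or fewer in both libraries. Each of the 41 precursors matched the genome perfectly at 1 position, on the chromosome given in Table S4, and 34 of the mature sequences had a single perfect match.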

Beginning with 11,181,999 genome-matching reads, and after discarding reads corresponding to previously annotated regions, miRDeep analysis revealed the existence of a total of 41 novel candidate miRNAs (**Figure 1(a)** **, Table S4**).

**Figure 1:**
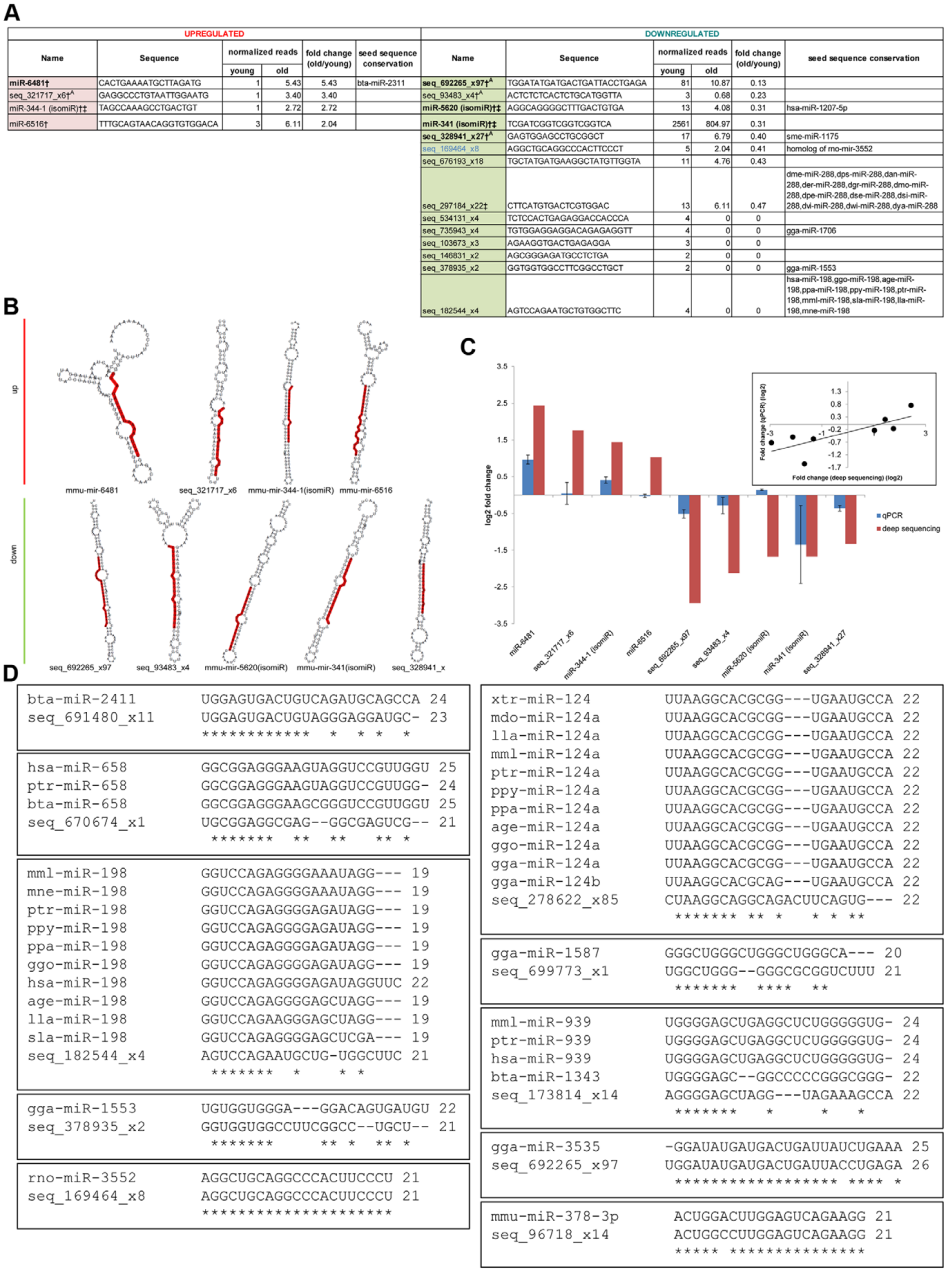
Novel miRNA candidates. (**a**) Novel miRNA candidates that change more than 2.0-fold in expression in old versus young mouse brains. MiRNA frequency was normalized by all reads that matched to the mouse genome (mm9) (Old/Young  = 1.472107). †: candidates validated by qRT-PCR. ‡: candidates with sequence overlap with known miRNAs (but have distinct mature miRNA sequences: isomiRs). ^A^: Novel miRNA candidates that map to regions overlapping snoRNA and rRNA sequences (see main text). Blue font: miRNA novel to mouse. Black font: completely novel miRNA sequence, excluding seed sequence matches. Differentially expressed miRNAs with P-values <0.05 (calculated using DEGseq [20]) indicated in bold. See also Table S4. (**b**) Secondary structures of putative precursor hairpins corresponding to nine novel miRNA candidates identified in this study. The predicted miRNA mature sequences are highlighted in red. Four of these novel miRNAs were found to be up-regulated (top) in aged mouse brain while five others were down-regulated (bottom). (See also Table S4). (**c**) Comparison of qRT-PCR data with deep sequencing data for the nine novel miRNA candidates shown in (b). Values shown are log2 ratios of old versus young brain expression levels. qPCR results were normalized to U6 snRNA expression levels. Inset: Correlation of expression changes as measured by deep sequencing versus qPCR (Pearson correlation coefficient  = 0.78). Plot for miR-5620 (isomiR) was taken out as the sequence was not reliably detected by qPCR. (**d**) Sequence alignment of novel miRNA candidates with known miRNAs of other species. *: conserved nucleotide. age: *Ateles geoffroyi*. bta: *Bos taurus*. dan: *Drosophila ananassae*. der: *Drosophila erecta*. dgr: *Drosophila grimshawi*. dme: *Drosophila melanogaster*. dmo: *Drosophila mojavensis*. dpe: *Drosophila persimilis*. dps: *Drosophila pseudoobscura*. dse: *Drosophila sechellia*. dsi: *Drosophila simulans*. dvi: *Drosophila virilis*. dwi: *Drosophila willistoni*. dya: *Drosophila yakuba*. gga: *Gallus gallus*. ggo: *Gorilla gorilla*. hsa: *Homo sapiens*. lla: *Lagothrix lagotricha*. mdo: *Monodelphis domestica*. mml: *Macaca mulatta*. mne: *Macaca nemestrina*. ppa: *Pan paniscus*. ppy: *Pongo pygmaeus*. ptr: *Pan troglodytes*. rno: *Rattus norvegicus*. sla: *Saguinus labiatus*. sme: *Schmidtea mediterranea.* xtr: *Xenopus tropicalis*.

Some of these novel miRNA candidates share seed sequences with known miRNAs in mouse and other species (**Figure 1(a)** **, (d)**), as determined by the miRDeep algorithm or through BLAST sequence alignment, providing additional evidence that they are *bona fide* miRNAs. Interestingly, the mature sequence of one novel miRNA candidate, seq_96718_x14, is nearly identical to miR-378-3p (one nucleotide difference), but alignment of the precursor sequence mapped seq_96718_x14 to chromosome 10 rather than to chromosome 18 on which miR-378 resides. These precursor sequences share little conservation. Thus, while seq_96718_x14 may be a *mir-378* family member, it is distinct from miR-378-3p and not merely a single nucleotide variant occurring from the same locus. Indeed the differing nucleotide falls within the seed region (**Figure 1(d)**), suggesting that the two miRNAs regulate different sets of genes. 

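The tag of seq_96718_x14, ACTGGCCTTGGAGTCAGAAGG, had 8 young and 6 old reads. The tag counted for miR-378, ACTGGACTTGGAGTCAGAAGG, had 3810 young and 2810 old reads. Aligned from their 5′ ends, with the base of miR-378 written first and positions counted from 1 at the 5′ end, the tags differed by A6C. Each tag had a single perfect match in NCBIM37. The precursor of seq_96718_x14 lies on the minus strand of chromosome 10 from 126147352 to 126147432, outside annotated protein-coding genes but on an annotated miRNA gene (AC122210.1). The tag of miR-378 lies on the minus strand of chromosome 18 from 61557492 to 61557512. With 14 reads in all, no difference between the libraries was detectable for seq_96718_x14 (exact binomial test, two-sided p = 0.276).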

One miRNA matched perfectly with a miRNA in another species, suggesting it to be a mouse homolog. 

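Candidate seq_169464_x8, with the mature sequence AGGCTGCAGGCCCACTTCCCT, had 5 young and 3 old reads, and no difference was detectable at this depth (exact binomial test, two-sided p = 0.282). Its precursor has a single perfect match in NCBIM37, on the plus strand of the X chromosome from 143433967 to 143434029. The position lies in an intron of Htr2c, on the strand of that gene, and on an annotated miRNA gene (BX005219.1).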

Novel miRNA candidate seq_169464_x8 aligned perfectly with rno-miR-3552; the genomic contexts of the two miRNAs are also conserved. It is important to note that some novel miRNA candidates were mapped to genomic regions overlapping known miRNA gene sequences, but the mature sequences were distinct and therefore considered distinguishable from the overlapping known miRNAs. These miRNAs are referred to as alternative forms (isomiRs) of the known miRNAs in this paper (miR-341 isomiR, miR-344-1 isomiR, and miR-5620 isomiR). 

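In the annotation used here, 6 of the 41 candidate precursors overlapped an annotated miRNA gene on the same strand. The miR-341 isomiR lies on Mir341 in an intron of Rian, on chromosome 12 from 110849729 to 110849788. Its tag is TCGATCGGTCGGTCGGTCA. The tag counted for miR-341, TCGGTCGATCGGTCGGTCGGT, had 1597 young and 646 old reads, 13.7% of the reads with its start. All tags with that start had 11378 young and 4964 old reads, more than the isomiR tag. Both were lower in the old library, with a log2 ratio of -1.67 for the isomiR and -1.86 for miR-341. The tag of miR-341 has a GC content of 66.7%, and log2 ratios fell with GC content in these libraries. The miR-344-1 isomiR had 1 young and 4 old reads (exact binomial test, p = 0.654) and lies on chromosome 7 from 69084922 to 69084984. The miR-5620 isomiR had 13 young and 6 old reads (exact binomial test, p = 0.0178). Candidate seq_297184_x22 lies on Mir204 in an intron of Trpm3 and had 13 young and 9 old reads.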

Other miRNA candidates did not share sequences with any known miRNAs and may represent a group of miRNAs expressed only in aging- or brain-specific contexts. Three novel miRNA candidates overlapped with small nucleolar RNA (snoRNA) sequences (miR-6516, seq_692265_x97, and seq_93483_x4), and two more mapped to several genomic loci when BLASTed including ribosomal RNA (rRNA) sequences (seq_328941_x27 and seq_321717_x6).

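Precursors of 7 candidates overlapped an annotated snoRNA gene on the same strand. The precursor of miR-6516 lies on SCARNA16 on chromosome 11 from 116938684 to 116938746. That of seq_692265_x97 lies on SNORD20 in an intron of Ncl on chromosome 1 from 88248582 to 88248662, and that of seq_93483_x4 on Snora64 in an exon of Rps2 on chromosome 17 from 24857717 to 24857783. The other four were seq_676193_x18 on SNORD74 in Gas5, seq_182544_x4 on SNORA77 in Ranbp1, seq_313136_x6 on Snora7a in Rpl32, and seq_94314_x1 on SNORA81. The mature sequence of seq_692265_x97 had 81 young and 16 old reads, the only one of the 7 with over 11 reads in a library (exact binomial test, p = 3.63e-18). The mature sequences of seq_328941_x27 and seq_321717_x6 had 3 and 5 perfect matches in the genome.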

### Validation of Candidate Novel miRNAs

We next evaluated the likelihood that novel miRNA candidates represent true miRNAs. The secondary structures of putative pre-miRNA hairpins were generated using RNAfold [22]; structures of select novel miRNA candidate precursor sequences are shown in **Figure 1(b)**. 

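The 41 precursor sequences of Table S4 were folded with RNAfold at 37 °C. All 41 minimum free energy structures were a single stem-loop, with a median free energy of -26.6 kcal/mol (range -44 to -8.5). A median of 78.3% of the bases of the mature sequence were paired (range 60 to 90.9%). Compared with 100 shuffles of each precursor that kept its dinucleotides, 30 precursors had at most 5 shuffles with a free energy as low, and 6 had 10 or more. The highest free energy was that of miR-6481, with 25 of the 100 shuffles as low. The most shuffles as low were 60 for seq_146831_x2 and 56 for seq_269802_x3. According to the paper, miRDeep scored candidates in part on how stable their hairpin was. These folds therefore follow in part from how the candidates were chosen and are no independent check.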

Although demonstrating differing complexities, all novel miRNA candidate precursor sequences fold into hairpin structures characteristic of miRNA precursors. With respect to genomic locations, novel miRNA candidates are found in exonic, intronic, and intergenic regions, with no apparent bias. 

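By the annotation used here, 22 candidate precursors lay in introns, 13 in exons and 6 in intergenic positions. Of the exonic precursors, 7 lay in coding exons, 1 in an untranslated region and 5 in noncoding exons. On the strand opposite to the gene lay 4 of the precursors. No comparison with the share of the genome in each class was made.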

Finally, we tested the expression of nine novel miRNA candidates via TaqMan qRT-PCR and confirmed the expression of 8 (**Figure 1(c)**). miR-5620 (isomiR) was detected but with late C_p_ call.

### Mapping Novel miRNAs to Genomic Locations

We examined the genomic locations of brain-expressed miRNAs to see if miRNAs found in particular genomic regions were potentially coexpressed and, therefore, potentially coregulated. Clusters of known miRNAs were retrieved from the miRBase website. 

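Of the 199 counted known miRNAs, 34 lay in the chromosome 12 region of Figure 2a, by positions on NCBIM37, and 28 of these had a lower normalized count in the old library. They ran from miR-770-3p at 110801954 to miR-410 at 110981974. In this region miR-127 had 38227 young and 19379 old reads and miR-376a 19869 and 20938. The median log2 ratio of the 34 was -0.68, at percentile 42.2 of the medians of 10000 random lists of 34 miRNAs matched on mean expression. The percentile describes these libraries and is not a test across ages. With GC content corrected for, an alternative chosen after the data had been seen, it was 15.4. Within the region, miR-410 and miR-376b had log2 ratios of 0.34 (counting SE 0.10) and 0.40 (counting SE 0.12), while miR-409-3p, at 110981414, had one of -1.27 (counting SE 0.16). On the X chromosome, in a list drawn up after the data had been seen, 15 counted miRNAs other than let-7f were found, 10 of them lower in the old library.

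**Figure D1:**
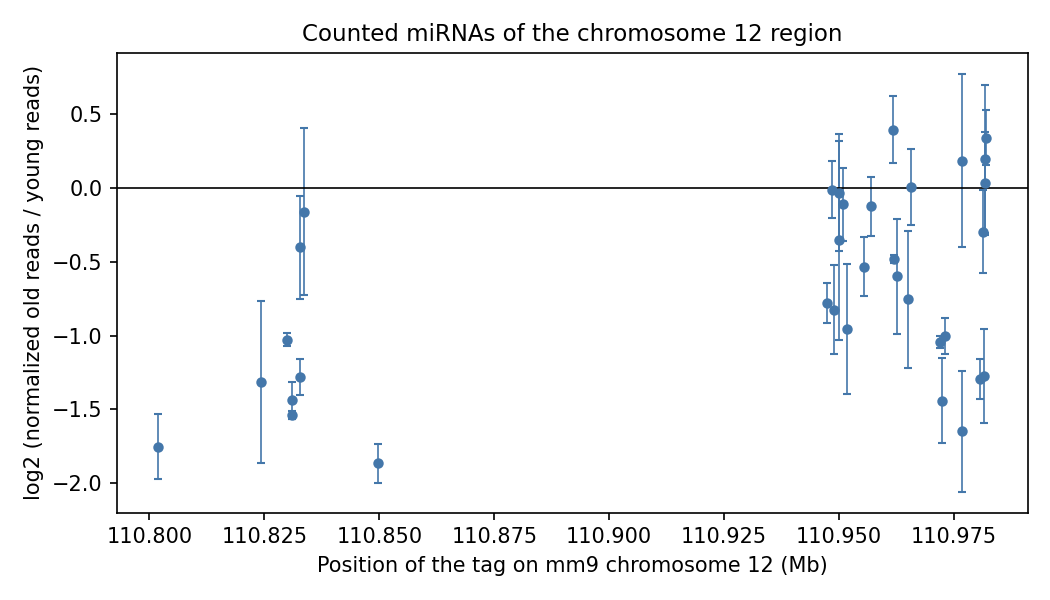
Log2 ratio (old/young) of the counted known miRNAs of the chromosome 12 region against the position of their tag on mm9 in Mb. Each point is 1 of 34 miRNAs with its 95% counting interval, and 28 points lie below the line at 0.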

Many miRNAs are located within close proximity (<10 kb) on chromosomes 12 and X suggesting that these miRNAs might be coexpressed (**Figure 2**). Several novel miRNA candidates also were found in close proximity to these clusters. Some of these miRNAs mapped to the same transcript. It may be important to note, however, that not all known miRNAs lying within 10 kb of brain-expressed miRNAs were expressed in our data sets, thereby suggesting distinct expression regulatory mechanisms for these miRNAs.

**Figure 2:**
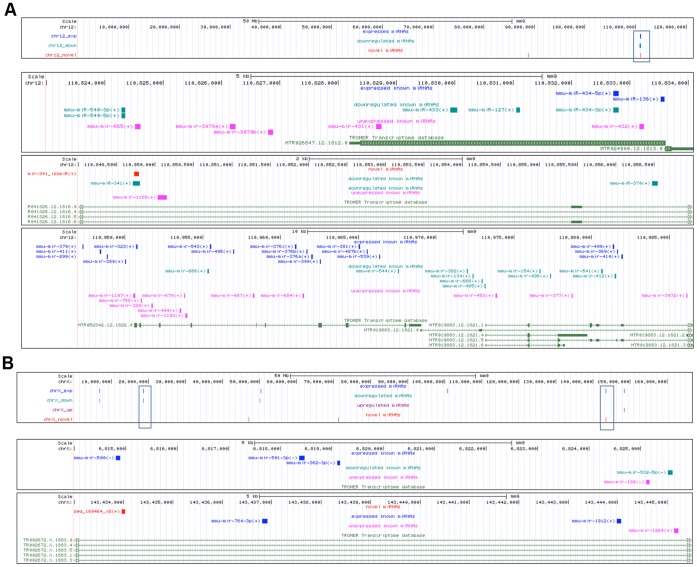
Genomic locations of brain-expressed miRNAs found within 10 kb region of each other. (a) miRNA clusters found on chromosome 12. Top panel: location of miRNAs relative to the entire chromosome 12. Bottom three panels: three distinct clusters found in the boxed off region in the top panel. The three clusters are located close to each other. (b) miRNA clusters found on X chromosome. Top panel: location of miRNAs relative to the entire X chromosome. Bottom two panels: clusters found in the boxed off regions of the top panel, from left to right. Blue: brain-expressed known miRNAs. Teal: miRNAs downregulated in expression in our dataset. Purple: miRNAs upregulated in expression in our dataset. Pink: known miRNAs found in the same genomic region but not found to be expressed in our dataset. Red: brain-expressed novel miRNA candidates. Green: TROMER transcriptome data (retrieved from UCSC Genome Browser).

### Dynamic Expression of miRNAs in Brain Aging

Many miRNAs expressed in the brain demonstrated dynamic expression changes with age (**Figure 3(a)**). 

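Of the 173 counted known miRNAs other than star sequences, 47 changed at least 2-fold between the libraries, 2 up and 45 down, and all 47 had a p-value under 0.05 in the random sampling model. The increased ones were miR-26b (262 young and 836 old reads, log2 ratio 1.12, counting SE 0.10) and let-7f (192959 and 607985 reads, log2 ratio 1.10, counting SE 0.004). In the set also named by the annotated precursor, chosen after the data had been seen, miR-17 (17 young and 52 old reads, log2 ratio 1.06) and miR-10b (10 and 30 reads, log2 ratio 1.03) were added, and the numbers were 4 up and 68 down. The tag of miR-10b had an exact binomial p of 0.0528. Over all tags with its start, miR-10b had 63 young and 319 old reads and a log2 ratio of 1.78. The scaling moved the numbers of changed miRNAs most. TMM factors gave 15 up and 14 down, DESeq2's size factors 18 up and 12 down, and known-miRNA reads 0 up and 70 down. Correction for a linear trend of the log2 ratio on GC content gave 0 up and 35 down. The largest falls were those of miR-1964-3p (49 and 7 reads), miR-375, miR-3095-3p (60 and 20 reads), miR-341 and miR-139-5p (53 and 23 reads). Over all tags with the same start, their log2 ratios were -2.51, -2.32, -1.83, -1.75 and -1.02, in that order. By that count miR-127 fell further than miR-139-5p, at -1.31, so the place of miR-139-5p rests on its counted tag.
Of the miRNA candidates of Table S4, 23 differed at least 2-fold by normalized reads, 4 up and 19 down. An exact binomial test gave a p under 0.05 for 7 of the 23 and the random sampling model for 8, and 2 of all 41 passed after Benjamini-Hochberg adjustment. These 2 were the miR-341 isomiR and seq_692265_x97. The 4 increased candidates had between 1 and 3 young reads and between 4 and 9 old reads, and none had an exact p under 0.05. The smallest exact p was 0.0937, for miR-6481 with 1 young and 8 old reads, where the random sampling model gives 0.0422. Among the decreased candidates, 5 had 1 young and 0 old reads. With 0 set to 0.5 these have an old/young ratio of 0.340 and count as 2-fold. The reverse, 0 young and 1 old read, has a ratio of 1.36 and does not count. At the fewest reads the rule therefore favours falls. With at least 10 reads in a library required, 6 of 8 candidates changed at least 2-fold, all down.

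**Figure D2:**
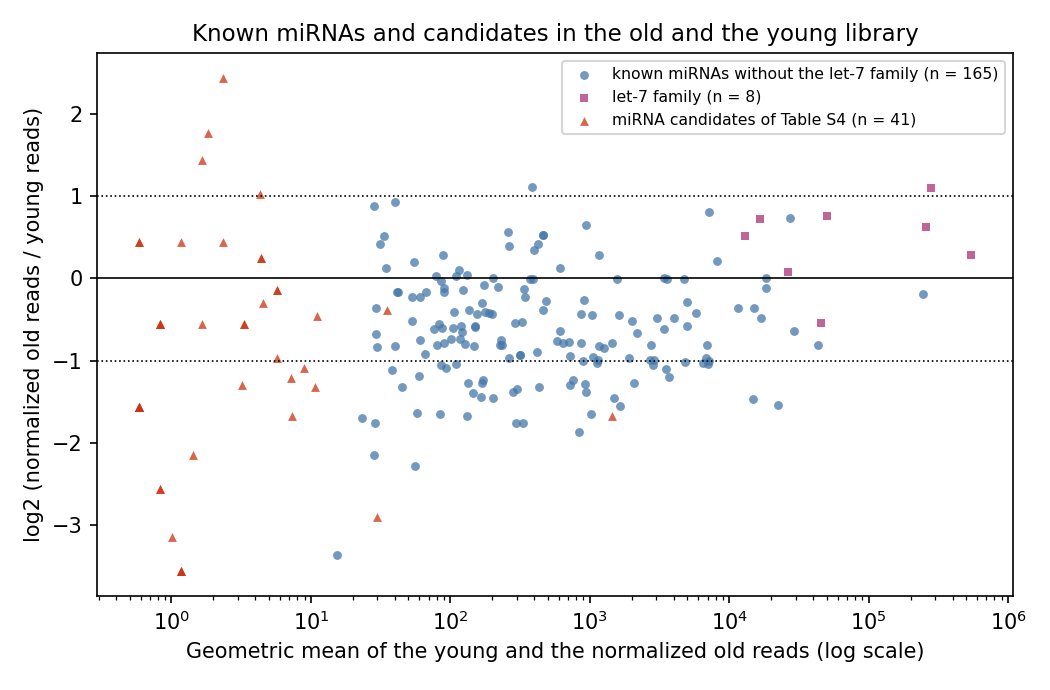
Log2 ratio (old/young) against the geometric mean of the young and the normalized old reads (log scale) for the 173 counted known miRNAs, with the 8 let-7 members drawn as squares, and for the 41 miRNA candidates of Table S4, with counts of 0 set to 0.5. Dotted lines mark a 2-fold change, which 2 known miRNAs exceed upwards and 45 downwards, while the candidates lie mostly at few reads.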

18 novel miRNA candidates and 75 known miRNAs demonstrated ≥2.0-fold differential expression with age (**Figures 1(a)** **and 3(b)**) (known: 4 upregulated, 71 downregulated; novel: 4 upregulated, 14 downregulated). While specific miRNAs were upregulated in expression with increased age, most of these differentially expressed miRNAs demonstrated decreased expression, in agreement with trends reported in previous studies that profiled miRNA expression changes with age [12], [18]. It is interesting to note that, on average, novel miRNA candidates were detected at copy numbers roughly 3 orders of magnitude lower than that of known miRNAs, providing one explanation as to why they might not have been previously identified. 

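Of the 173 known miRNAs, 139 (80.3%, 95% Wilson interval over miRNAs 73.8 to 85.6%) had a lower normalized count in the old library and 34 a higher one. The median log2 ratio was -0.60 (95% interval of the median over miRNAs -0.78 to -0.48). It was -0.58 in the 57 most abundant miRNAs, -0.74 in the 59 of middle abundance and -0.60 in the 57 least abundant. The share depended on the scaling. It was 86.7% with known-miRNA reads, 70.5% without the counted let-7 tags in the depth, 64.7% without all tags of the let-7 5′ ends (chosen after the data had been seen), 55.5% with TMM factors and 49.1% with DESeq2's size factors. Under the last of these, the median log2 ratio was 0.02. From the predominance of decreases at a scaling by genome-matched reads, the paper states that most differentially expressed miRNAs were lower in old brains.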

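The counted known miRNAs had a mean of 24185 reads and a median of 710 over both libraries together, and the miRNA candidates of Table S4 had a mean of 103 and a median of 6. The ratio of the means was 235 and that of the medians 118. The counted miRNAs leave out most of those with few reads. Over all counts of Table S1, chosen after the data had been seen, the ratio of the means was 83.9 and that of the medians, with 20 reads per known miRNA, 3.33. The miR-341 isomiR decides the mean of the candidates, which is 11.9 reads without it. Without it the ratio of the means for the counted miRNAs was 2037, in an alternative chosen after the data had been seen. From the low copy numbers, the paper proposes one reason why the candidates had not been identified before.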

A few known miRNAs were selected for validation by qRT-PCR (**Figure 3(c)**). MiR-124 and miR-34a showed similar expression trends in qPCR and deep sequencing data, but we were not able to detect large changes in expression of miR-17 with age using qPCR. 

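In the sequencing libraries, the tag counted for miR-124, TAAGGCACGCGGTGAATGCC, had 1795 young and 842 old reads, a log2 ratio of -1.65 (counting SE 0.06). Over all tags with its first 18 nucleotides, miR-124 had 178300 young and 113206 old reads and a log2 ratio of -1.21. The most abundant of these was longer by a single base and held 34.9% of their reads. The tag has a GC content of 60%, and log2 ratios fell with GC content in these libraries. For miR-34a, 124 young and 88 old reads gave a log2 ratio of -1.05 (counting SE 0.20, exact binomial test, p = 1.65e-07). It was -1.12 over all tags with the same start and -0.43 with DESeq2's size factors. The tag of miR-17, named only through its annotated precursor on chromosome 14, had an exact binomial p of 0.00686 and a counting SE of 0.40. Over all tags with its start, miR-17 had 63 young and 128 old reads and a log2 ratio of 0.46.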

Deep sequencing and qPCR differ on sequence end recognition and are not always comparable, especially in cases where the ends of the miRNA might be modified.

**Figure 3:**
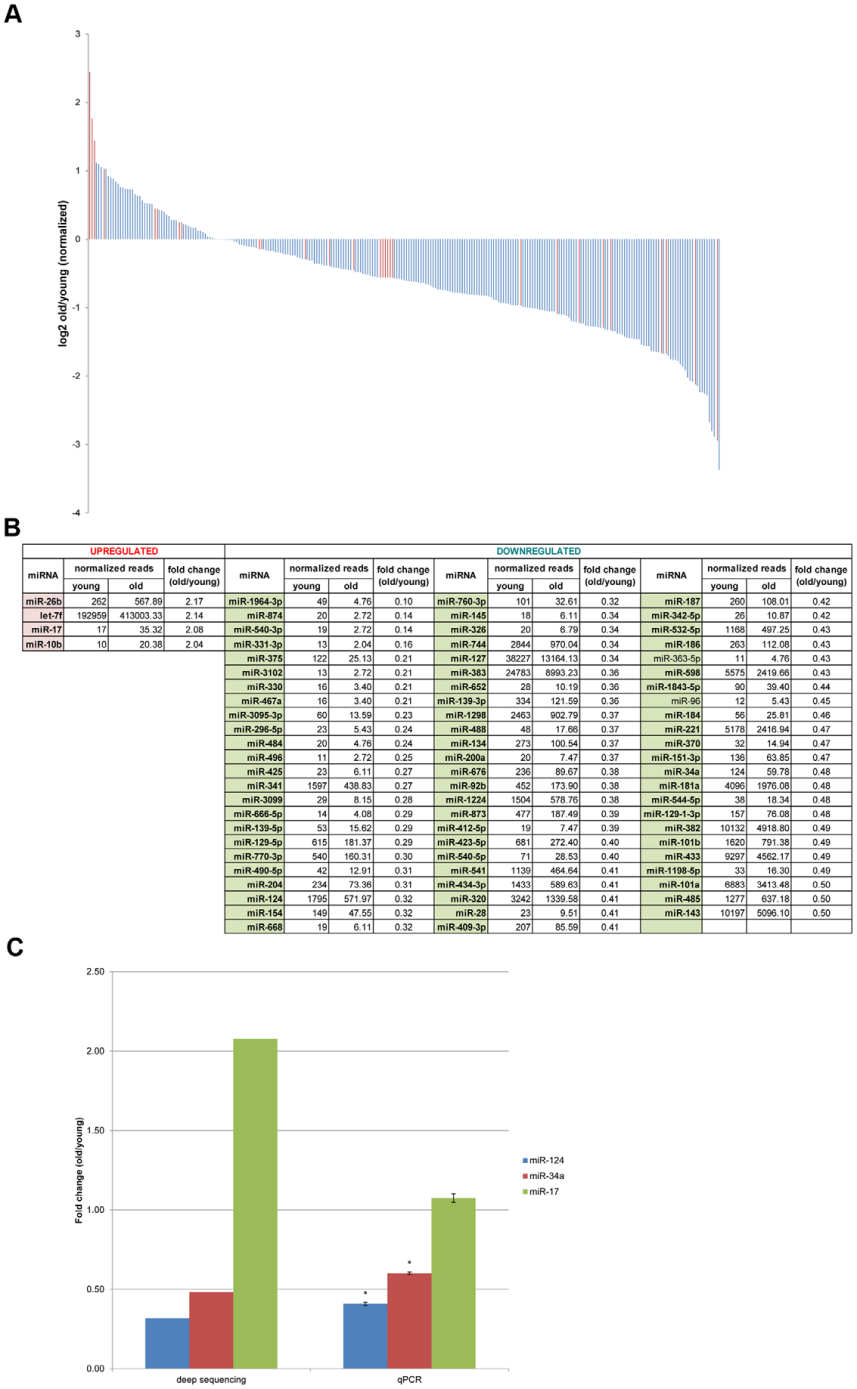
Brain-expressed miRNAs. (**a**) Expression changes of miRNAs in mouse brain with aging. Distribution of individual miRNA expression changes are ranked by those miRNAs that exhibit the greatest increase in expression with aging (log2 Ratio (Old/Young)). Blue: known miRNAs, red: novel miRNAs. (**b**) Known miRNAs that change more than 2.0-fold in expression in old versus young mouse brains. Only miRNAs with at least 10 sequence reads at one time point are shown and P-value <0.05 are in bold. MiRNA frequency was normalized by all reads that matched to the mouse genome (mm9) (Old/Young  = 1.472107). (**c**) Comparison of qRT-PCR data with deep sequencing data for three known miRNAs. Values shown are fold changes in old versus young brain expression levels. qPCR results were normalized to U6 snRNA expression levels; error bars indicate standard deviation for technical triplicate. Statistically significant difference from U6 control denoted by asterisks (*: two-tailed P-value <0.01).

### Targeted Pathways of Age-associated miRNAs

We then asked what biological processes might be affected as a result of differential miRNA expression with age. Because of the differences in expression levels of known and putative novel miRNAs, the two categories of miRNAs were considered separately. We predicted targets for putative novel miRNAs as well as upregulated known miRNAs (predictions were considered for downregulated known miRNAs but not assessed due to the unwieldy number of hits) using a combination of miRanda and TargetScan [23], [24] (see Methods) (**Tables S5 and S6**). Many genes were predicted to be targeted multiple times by a single miRNA, and conversely, many miRNAs were predicted to target a single gene.

To further elucidate the possible functional relevance of age-affected miRNAs, we next looked for significantly overrepresented KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways (P-value ≤0.001, adjusted for multiple testing (Benjamini & Hochberg method [25])) among the predicted target genes of miRNAs. The KEGG pathway database contains knowledge on molecular interactions in known metabolic and regulatory pathways [26], [27] and allows functional characterization of an input gene list. When targets for individual miRNAs were examined, only a handful of KEGG pathways were found. Examples include endocytosis for seq_321717_x6, an upregulated novel miRNA, and the insulin signaling pathway for seq_735943_x3, a downregulated novel miRNA candidate (**Table S6**). We also examined the collective targets of up- and downregulated novel miRNA candidates as well as upregulated known miRNAs separately, to consider cooperative targeting of pathways by multiple coexpressed miRNAs. We found new significantly targeted KEGG pathways, in addition to those represented by targets of individual miRNAs (**Table S7**). These include the mTOR signaling pathway (P-value = 6.06×10^−10^) and tight junction pathway (P-value = 5.33×10^−10^). Furthermore, pathways targeted by single miRNAs are significantly more enriched when examined as a target of multiple miRNAs. This observation was especially prominent with the insulin signaling pathway (P-value = 1.01×10^−21^). Indeed, many key genes implicated in the insulin signaling pathway are predicted to be targeted by multiple putative novel miRNAs that are downregulated with age (**Figure 4** **and Figure S1**). Figure 4 shows major component genes of the insulin signaling pathway and their predicted targeting status by the novel miRNA candidates in this study.

**Figure 4:**
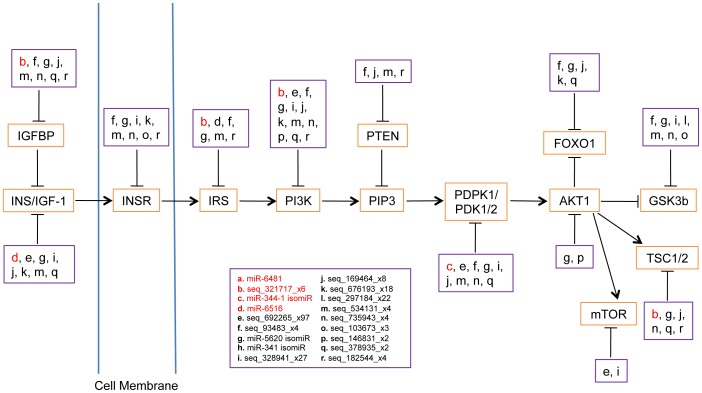
The insulin signaling pathway is predicted to be targeted by many aging-regulated novel miRNA candidates. Multiple novel miRNA candidates are predicted to target each of the genes implicated in the pathway, and each novel miRNA candidate is predicted to target multiple genes in the pathway. In red: upregulated (>2.0-fold) novel miRNAs; in black: downregulated (>2.0-fold) novel miRNAs.

In order to assess whether differential miRNA expression with age has impacts on putative target gene expression, we next examined mRNA expression data from AGEMAP (Atlas of Gene Expression in Mouse Aging Project) [28]. AGEMAP is a comprehensive analysis of mRNA expression change as a function of time, specifically examining expression changes of 8932 genes over four times points (1, 6, 16, and 24 months) in 16 different mouse tissues including 5 in the central nervous system (cerebrum, cerebellum, hippocampus, striatum, and spinal cord). Looking specifically at tissues within the brain, we retrieved expression data for genes that belong to the insulin signaling pathway and are targeted by novel miRNA candidates downregulated with age reported in this paper. We examined expression at the 6 and 24 month time points from AGEMAP, which match the young and old time points used in our study, respectively. Overall, expression changes in brain tissues were small, but some of the genes examined fell in the top or bottom 5th percentiles of all gene expression changes in each tissue (50th percentile corresponding to fold change ≈1) (**Table S8**, yellow cells). However, the proportion of insulin signaling pathway genes targeted by downregulated novel miRNA candidates that fall within the top or bottom 5th percentiles was not enriched compared to the entire gene set (P-value  = 0.07). Further, only one gene, *Prkar2a*, showed statistically significant expression changes between old and young samples (**Table S8**, green cell). However, of the 43 such insulin signaling pathway genes, 11 were not found in the AGEMAP dataset. These genes are as follows and omitted from **Table S8**: *Gck*, *Insr*, *Pklr*, *Prkaa2*, *Sh2b2*, *Eif4e1b*, *Pik3r5*, *Elk1*, *Ppp1r3a*, *Crkl*, and *Ptpn1*. One of these genes, the insulin receptor (*Insr*), has been shown to increase in protein expression with age [29]. This is in agreement with the predicted reduced targeting of *Insr* expression by novel brain-expressed miRNAs reported in our study.

## Discussion

The role of miRNAs in brain aging is only beginning to be uncovered, and here, we provide evidence that multiple miRNAs, including 41 novel miRNA candidates, may be involved in this complex process. We detected significant differential expression of miRNAs between young and extremely old mouse brains, and many such differentially expressed miRNAs were predicted to target pathways and processes relevant to aging. Interestingly, this aging-associated, pathways-specific targeting was especially prominent among newly discovered miRNAs.

The novel miRNA candidates we report in this study may represent a class of aging-specific miRNAs expressed only in restricted regions of the brain. As our RNA samples were derived from whole brains of mice, it is not possible to determine which specific, possibly aging-relevant regions of the brain these novel miRNAs were expressed. Still, the fact that most novel miRNAs were expressed at levels much lower than that of known miRNAs is suggestive of region-specific expression. Further, nearly 15% of the brain-expressed miRNAs we report in this study are novel. Brain-expressed miRNAs have been investigated extensively, yet a recently conducted deep sequencing study of the developing mouse brain found only 4 novel miRNAs [30]. The context-specificity of the expression of some miRNAs is well known, and it is possible that the novel miRNAs we report in this study are expressed only under the specific circumstances associated with aging. Future studies could use *in situ* hybridization to address region- and context-specificity.

Additional evidence suggesting that these novel miRNA candidates are relevant to aging regulation comes from their predicted targets. Individual miRNAs and multiple miRNAs collectively were predicted to target such aging-relevant pathways as the insulin signaling pathway. The insulin signaling pathway plays a central, conserved role in lifespan determination, with many genes affecting lifespan when mutated [31]. In mice, animals that are mutant for the insulin/insulin-like growth factor 1 receptor (IGF-1R) exhibit long life and stress resistance [32]. Additionally, increases in brain IGF-1R and compromised insulin receptor signaling have been associated with neurodegenerative diseases such as Alzheimer’s disease [33]. The novel miRNAs we report here may contribute to both normal and pathological aging through their potential functions in regulating the insulin signaling pathway.

AGEMAP mRNA expression data did not show large changes in expression of putative novel miRNA-targeted insulin signaling pathway genes with age. However, 11 of the 43 insulin signaling pathway genes predicted to be targeted by downregulated novel miRNAs were not included in the AGEMAP analysis. One of these genes was *Insr*. Increased brain INSR expression with age has been shown by Muller *et al*. [29], and this is in agreement with the age-related reduction of novel miRNAs predicted to target *Insr* expression. We also looked at a list of genes showing increased expression with age in the neocortex generated by Lee *et al.* comparing mice at 5 and 30 months of age [6] and found that one gene, *Akt2*, was also predicted to be targeted by downregulated novel miRNAs we report here (**Table S8**, red cell). That miRNAs exhibit dynamic expression changes with age while mRNAs do not could be suggestive of a role for miRNAs in buffering molecular changes during aging. Moreover, miRNAs function by targeting multiple genes and working in cooperation with other miRNAs; and we do not fully understand how much individual miRNAs contribute to each mRNA’s expression. Further research is needed to elucidate the roles of miRNAs, individually and collectively, in aging.

Many of the miRNAs that we detect in our study have been identified by others as brain-expressed miRNAs, thus validating our method for its ability to detect brain-expressed miRNAs. For example, miR-124 was found by Lagos-Quintana and colleagues as dominating the population of brain-expressed miRNAs in young mice [14]. 

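By reads of the counted tag over both libraries, miR-124 ranked 59 among the 199 counted known miRNAs. By the reads of all tags with the same first 18 nucleotides it ranked 6.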

While not the predominating miRNA, miR-124 is strongly represented in our set of aging brain-expressed miRNAs. 

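The tags counted for miR-101a had 6883 young and 5025 old reads, those for miR-101b 1620 and 1165, and those for miR-128 56950 and 48015. For miR-132 there were 538 young and 654 old reads. Its log2 ratio was -0.28 (exact binomial test, p = 0.00105), but 0.25 with TMM factors and 0.34 with DESeq2's size factors. The log2 ratios of miR-127 (-1.54) and miR-128 (-0.80) kept their sign under every scaling tried.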

Other brain-specific miRNAs [14] included in our dataset include miR-101, -127, -128, and -132.

Among the most abundantly expressed miRNAs in our dataset were the *let-7* family miRNAs. *let-7* family members have been noted for their high representation in the mouse as well as primate brains [14], [15]. 

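The let-7 family held 22.9% of all young reads and 33.2% of all old reads by exact matching, and 34.1% and 49.0% with all tags that share its 5′ ends. The most abundant member was let-7g (491989 young and 881910 old reads, log2 ratio 0.28). Of 8 members, 7 had a higher normalized count in the old library, with a median log2 ratio of 0.57. That median lay above all 10000 random lists of 8 known miRNAs drawn as nearest in mean expression. As let-7g, let-7f and let-7c ranked 1, 2 and 3 by reads, every miRNA drawn for these had fewer. Log2 ratios were 0.76 for let-7a, 0.63 for let-7c, 0.73 for let-7d and 0.52 for let-7e. The exception was let-7i, at -0.54, which was -0.02 with TMM factors and 0.08 with DESeq2's size factors. With known-miRNA reads as the depth, the median was 0.36 and let-7b also fell, so that 6 of 8 were higher.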

Further, these miRNAs generally demonstrated increased expression with age in our dataset (**Table S1 and S2**). This trend is in agreement with the results of a recent study which used size-coded ligation-mediated PCR and found increased *let-7* family miRNA expression levels in the aged mouse brain [34]. It is interesting to note that increased *let-7b* expression has been reported in aged mouse neural stem cells and maybe contributing to decreased stem cell function by targeting *Hmga2* expression [35]. 

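The tag counted for let-7b, TGAGGTAGTAGGTTGTGTGGTT, had 25754 young and 40100 old reads and a log2 ratio of 0.08 (counting SE 0.01, exact binomial test, p = 1.99e-12; 6.13e-13 in the random sampling model). These p-values cover the sampling of reads only. With the reads of the counted tags of known miRNAs as the depth the sign reversed, at -0.13. A known-miRNA depth that includes products with other 3′ ends was not tried. Over all tags with the same first 18 nucleotides the log2 ratio was 0.12.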

While *let-7b* expression was not significantly altered during brain aging in our dataset, it is possible that other *let-7* family members, like *let-7f* which is increased more than 2-fold with age and shares identical seed sequences with *let-7b*, could play regulatory roles in brain aging.

Some of the aging brain-associated miRNAs have been implicated in neurodegenerative diseases. For example, miR-101 and miR-433, both significantly downregulated in our dataset, have been linked to spinocerebellar ataxia type 1 (SCA1) and Parkinson’s disease, respectively [36], [37]. miR-101 targets ataxin 1, responsible for SCA1, at both the mRNA and protein levels; miR-433 targets fibroblast growth factor 20 which induces α-synuclein expression, which was previously shown to cause Parkinson’s disease when overexpressed [38]. 

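The log2 ratio was -1.01 for miR-101a (counting SE 0.03) and -1.03 for both miR-101b (counting SE 0.06) and miR-433 (counting SE 0.02), the last with 9297 young and 6716 old reads on chromosome 12. The 3 differences were larger than the sampling of reads allows and no replicate error is known. With DESeq2's size factors the log2 ratios were -0.39, -0.41 and -0.41. The tag of miR-433 has a GC content of 54.5%, in a range where 89.0% of the counted miRNAs were lower in the old library. The tags of miR-101a and miR-101b have 33.3% and 38.1%, in ranges where 45% and 64.7% were lower.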

The inclusion of miRNAs known to be relevant to neurodegenerative disease pathogenesis in our dataset suggests that at least some gene expression changes in normal and pathological aging are common, substantiating the need for a better and deeper understanding of the mechanisms that distinguish them.

The majority of our aging brain-expressed miRNAs were also detected in a recent study that profiled the developing mouse brain [30]. Many studies have linked development and aging [39], [40], and the first miRNA discovered to be implicated in lifespan regulation, *lin-4*, functions in the regulation of developmental timing [11]. The overlapping miRNA repertoire during development and aging suggests a direct link between developmental regulation and aging. Somel and colleagues found that some miRNA–target relationships in development and aging in humans may be correlated, implicating that at least some expression changes that take place during aging are driven by the same mechanism as in development [41].

Some annotated miRNAs that are known to target genes in the insulin signaling pathway were also affected in our dataset. MiR-145, which was shown to target *Irs-1* and *Irs-2* [42], was downregulated with age. 

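The tag of miR-145, named only through its annotated precursor on chromosome 18, had 18 young and 9 old reads, a log2 ratio of -1.56 (counting SE 0.59, exact binomial test, p = 0.00936). In the random sampling model the p was 0.00597, and 0.0711 with TMM factors and 0.101 with DESeq2's size factors. Over all tags with the same start, miR-145 had 54 young and 29 old reads, a log2 ratio of -1.45 and, in the same model, a p of 5.97e-06.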

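With 122 young and 37 old reads, miR-375 had a log2 ratio of -2.28 (counting SE 0.27, exact binomial test, p = 2.04e-20), ranked 2 by fall among the 173 counted known miRNAs. It stayed between -2.49 and -1.66 under the other scalings. The tag, TTTGTTCGTTCGGCTCGCGTGA, lies on chromosome 1 from 74947235 to 74947256 of NCBIM37 and has a GC content of 54.5%.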

MiR-375 targets *Pdk-1* and decreases downstream insulin signaling [43]; this miRNA is among the most downregulated miRNAs with age in our dataset. These findings support the involvement of aging-affected miRNAs in aging-associated pathways.

Lastly, we compared our list of miRNAs most changed in expression levels during brain aging to those shown to change their expression in other aging tissues. Wang and colleagues have published microarray studies on miRNAs in the mouse liver and brain [44], [45]. Contrary to our and others’ findings that miRNA expression is generally decreased with age in varying tissues and organisms (this work and [12], [18]), Wang and colleagues report predominant miRNA upregulation in aging tissues [44], [45]. Comparing our brain study with theirs, it is important to note that different time points, brain tissues (whole vs. exclusion of cerebellum in Li *et al.* [45]), and methods were employed, providing possible explanations for the different conclusions. The fact that many of the miRNAs they report as changing with age are also found in our dataset lends support to the importance of those miRNAs in the aging process.

The full scope of miRNA functions has yet to be elucidated. The differential expression of many miRNAs during aging supports their wide involvement in yet another complex process that is not well understood molecularly. The pattern of altered miRNA expression we observe here suggests that multiple gene regulatory relationships are affected in aging and in particular that the highly conserved insulin signaling pathway maybe strongly affected. These findings point to novel functions for miRNAs in the molecular mechanisms of aging. The highly conserved nature of miRNAs between mice and humans promises that findings from this study will be relevant and applicable to human gerontology research.

## Materials and Methods

### Animals

Male mice (C57BL/6J strain), two aged 5 months (young batch) and two aged 24–25 months (old batch), were chosen using the following criteria: appearance of health, age (as old as possible, for old batch), and sexual maturity (applicable to young mice only). Mice were sacrificed and brain tissues were immediately removed and flash frozen in liquid nitrogen. Before freezing, tissues were analyzed histologically and found to be healthy. Mice were also analyzed histologically by dissection and found to be in relatively good condition, without visible signs of tumorigenesis or disease (data not shown). All animal experiments were performed under an animal study protocol approved by Yale University’s Institutional Animal Care and Use Committee.

### RNA Preparation

RNA from mouse brains was extracted as previously described [46]. In short, frozen tissues were homogenized, and lysates were thawed and phenol extracted. Resulting RNA pellets were dissolved in Nuclease Free water (Ambion, Austin, TX, USA), and stored at −80°C.

### Small RNA Isolation and Deep Sequencing

Small RNAs were isolated and cloned as described previously [47]. Briefly, small RNAs from young and old mouse brains were purified and prepared for Illumina sequencing, according to the manufacturer’s recommendations. 10 µg of total RNA extracted from each of four mouse brains (two old and two young) were electrophoresed through a 15% TBE-urea PAGE gel. The fraction of the lanes containing RNA molecules between 18–30 nucleotides in length was excised from the gel. RNA was isolated from the gel slices and ethanol precipitated. Isolated small RNAs were then fitted with 5′ and 3′ adapters, and reverse transcribed, all in accordance with the manufacturer’s protocol. Resulting cDNA was PCR amplified using Illumina primers, and PCR amplicons were electrophoresed, excised from polyacrylamide gels and ethanol precipitated. Purified DNA libraries from the olds brains were combined, as were purified DNA libraries from the young brains. Each cDNA library (old mix and young mix) was subsequently sequenced by Illumina sequencing technology. A total of 14,034,295 raw sequences of small RNAs were obtained by Solexa deep sequencing (Illumina) (read length: 36 nt). The software program SOAP [48] was used to align raw sequences to the reference mouse genome, mm9, NCBI Build 37, (obtained from http://genome.ucsc.edu) and sequences corresponding to the 3'-end cloning adapter TCGTATGCCGTCTTCTGCTTGT were removed, allowing a maximum of 3 mismatches in the adapter (option -S 3 in Soap). The number of sequence reads that correspond to known miRNAs was determined by perfect sequence matching to the database of known miRNAs (miRBase release 16). The R package DEGseq was used to identify differentially expressed miRNAs [20]. P-values for differentially expressed miRNAs were calculated in DEGseq using the MA-plot-based random sampling model (MARS). Raw sequencing reads have been deposited in the NCBI Gene Expression Omnibus with the accession number GSE34393.

### Novel miRNA Discovery

We used the software miRDeep [21] to identify novel miRNAs in our deep sequencing data. Beginning with 11,181,999 genome-matching reads, we discarded sequences that correspond to previously annotated, non-coding RNAs and mRNAs using scripts in the miRDeep package after identifying matches in our dataset using NCBI megablast (version 2.2.17). The sequences of previously identified non-coding RNAs and mRNAs were obtained from the fRNAdb non-coding RNA sequence database (downloaded on 2009/10/21 from http://www.ncrna.org/frnadb) and UCSC genome browser (mrna.fa.gz from mm9 mouse genome), respectively. In addition, matches to known *Mus musculus* miRNAs (miRBase release 16) were removed by perfect sequence matching. No Piwi-interacting RNAs (piRNAs) were identified in our brain sequencing data (consistent with their specific expression in mouse testis [49]). The remaining, non-annotated reads were then mined for characteristics of novel miRNAs using miRDeep.pl, using default settings [21]: these characteristics include the presence of reads corresponding to typical products of miRNA biogenesis; stability of the putative pre-miRNA hairpin; and homology to previously identified miRNAs. We considered miRNAs conserved if at least 50% of the overall sequence is identical and all of the seed sequence (nucleotides 2–7/8) matched separately. Results were individually confirmed by BLAST.

### MiRNA Target Prediction and Functional Analysis

Targets for known and novel miRNAs were predicted using miRanda and TargetScan 5.0 software [23], [24] against 3′ UTR sequences obtained from the Ensembl and UCSC databases. Four separate predictions were conducted with different combinations of prediction software and 3′ UTR sets (TS5.0 with Ensembl-derived 3′ UTR, miRanda with Ensembl-derived 3′ UTR, TS5.0 with UCSC-derived 3′ UTR, and miRanda with UCSC-derived 3′ UTR). Only common predictions were considered. Because TargetScan and miRanda predicted different numbers of target sites, the more conservative number was taken as the reported number of predicted target sites for a given miRNA–mRNA pair; these numbers were later used to rank target predictions. Gene annotations were retrieved using BioMart [50], [51]. KEGG pathways were retrieved using WebGestalt [52], [53] for genes with more than 2 predicted miRNA target sites. P-value cut-off <0.001 was chosen based on the recommendations in [54] for the application of a higher significance threshold for robust functional profiling of miRNA targets. P-values were corrected for multiple-hypothesis testing as part of the WebGestalt analysis using the Benjamini & Hochberg method [25]. MiRNA sequence alignment was conducted using Clustal W 2.0 [55], [56].

Microarray expression profiling data of the following tissues in the brain of aging mice were retrieved from AGEMAP [28]: cerebrum, cerebellum, hippocampus, and striatum. Mice used in AGEMAP were C57BL/6 strain; in our study, we used C57BL/6J strain mice, a subline of C57BL/6. In order to compare with our dataset, only data for male mice aged 6- and 24-months old were analyzed; these time points correspond closely to the ages of mice used in our experiment. Percentile rank of expression change was calculated relative to the expression change of all 8932 genes assessed in each tissue. Statistical significance was determined by Welch’s two sample t-test (P-value <0.05). Of the 43 insulin signaling pathway genes predicted to be targeted by downregulated novel miRNAs, 11 were not found in the AGEMAP dataset. These genes are: *Gck*, *Insr*, *Pklr*, *Prkaa2*, *Sh2b2*, *Eif4e1b*, *Pik3r5*, *Elk1*, *Ppp1r3a*, *Crkl*, and *Ptpn1*.

### Quantitative Reverse Transcription PCR

TaqMan MicroRNA Assays (Applied Biosystems, Foster City, CA, USA) were used according to manufacturer’s recommendations. MiRNA-specific primers for reverse transcription and qPCR were designed for nine novel miRNAs (all four upregulated miRNAs and top five downregulated miRNAs) (**Figure 1(a)**). Probes for snRNA U6, miR-124 and miR-155 were used as controls for the qRT-PCR. Expression levels relative to that of U6 were determined using the 2^-ΔΔC^_T_ method [57]. Statistical significance of expression change was determined by unpaired t-test.

## Supporting Information

Figure S1 **Insulin signaling pathway genes that are predicted to be targeted by novel miRNAs.** Pathway retrieved from KEGG [26], [27]. Boxes highlighted in red indicate genes that are predicted to be targeted by at least one novel miRNA.
(PDF) Click here for additional data file.

Table S1 **All 558 known miRNAs expressed in the mouse brain.**
(XLSX) Click here for additional data file.

Table S2 **All known miRNAs expressed in the mouse brain that are differentially expressed (P-values <0.05).** Red: greater than 2.0-fold increase in old versus young mouse brains. Green: greater than 2.0-fold decrease in old versus young mouse brains. MiRNAs with read counts ≥10 in at least one time point sample indicated in bold.
(XLSX) Click here for additional data file.

Table S3 **MiRNA star sequences expressed in the mouse brain.** Red: greater than 2.0-fold increase in old versus young mouse brains. Green: greater than 2.0-fold decrease in old versus young mouse brains. Differentially expressed miRNAs with P-value <0.05 indicated in bold.
(XLSX) Click here for additional data file.

Table S4 **Novel miRNA candidates expressed in the mouse brain.** MiRNA frequency was normalized by all reads that matched to the mouse genome (mm9) (Old/Young  = 1.472107). †: candidates tested for by qRT-PCR. ‡: candidates with sequence overlap with known miRNAs (isomiRs). Blue font: miRNA new to mouse. Black font: completely novel miRNA sequence. * P-values for significance of differential expression calculated using DEGseq [20]. P-values <0.05 indicated in bold. Three novel miRNA candidates overlap with snoRNA sequences (miR-6516, seq_692265_x97, seq_93483_x4) Two candidates mapped to multiple genomic regions including rRNA sequences when BLASTed. age: *Ateles geoffroyi*. bta: *Bos taurus*. dan: *Drosophila ananassae*. der: *Drosophila erecta*. dgr: *Drosophila grimshawi*. dme: *Drosophila melanogaster*. dmo: *Drosophila mojavensis*. dpe: *Drosophila persimilis*. dps: *Drosophila pseudoobscura*. dse: *Drosophila sechellia*. dsi: *Drosophila simulans*. dvi: *Drosophila virilis*. dwi: *Drosophila willistoni*. dya: *Drosophila yakuba*. gga: *Gallus gallus*. ggo: *Gorilla gorilla*. hsa: *Homo sapiens*. lla: *Lagothrix lagotricha*. mdo: *Monodelphis domestica*. mml: *Macaca mulatta*. mne: *Macaca nemestrina*. oan: *Ornithorhynchus anatinus*. ppa: *Pan paniscus*. ppy: *Pongo pygmaeus*. ptr: *Pan troglodytes*. sla: *Saguinus labiatus*. sme: *Schmidtea mediterranea*. xtr: *Xenopus tropicalis*.
(XLSX) Click here for additional data file.

Table S5 **Genes targeted by upregulated known miRNAs (≥2 target sites) and KEGG pathways (P-value >0.001) represented by those target genes.**
(XLSX) Click here for additional data file.

Table S6 **Genes and pathways targeted by up- and downregulated novel miRNA candidates.** **(a)** Genes targeted by upregulated novel miRNA candidates (≥2 target sites) and KEGG pathways represented by those target genes (P-value >0.001). **(b)** Genes targeted by downregulated novel miRNA candidates (≥2 target sites) and KEGG pathways represented by those target genes (P-value >0.001).
(XLSX) Click here for additional data file.

Table S7 **KEGG pathways targeted by multiple novel miRNA candidates (upregulated novel miRNAs or downregulated novel miRNAs, collectively).** (P-value >0.001).
(XLSX) Click here for additional data file.

Table S8 **Expression data of insulin signaling pathway genes retrieved from AGEMAP** [**28**] **.** Expression levels of insulin signaling genes in four tissues of the brain were compared for 24 month- vs. 6 month-old mice samples. Percentile ranks of these expression fold changes relative to expression changes of all 8932 genes assayed in each tissue are shown. **(a)** Genes predicted to be targeted by seq_735943_x3. **(b)** Genes predicted to be targeted by 14 novel downregulated miRNAs. Yellow: genes demonstrating expression fold change falling in the top or bottom 5th percentile of all gene expression changes. Green: gene demonstrating significant expression change in 24 month- vs. 6 month-old animals (P-value <0.05, Welch’s two sample t-test). Red: gene also found in Lee *et al.* [6] as demonstrating increased expression with age in the neocortex (1.8-fold increase in 30- vs. 5-month old mice). Of the 43 insulin signaling pathway genes predicted to be targeted by downregulated novel miRNAs, 11 were not found in the AGEMAP dataset. These genes are: *Gck*, *Insr*, *Pklr*, *Prkaa2*, *Sh2b2*, *Eif4e1b*, *Pik3r5*, *Elk1*, *Ppp1r3a*, *Crkl*, and *Ptpn1*.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

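Small RNAs of whole brain were sequenced in 2 libraries, 1 from young mice (5 months) and 1 from old mice (24 to 25 months), each the combined cDNA libraries of 2 male C57BL/6J mice. The authors removed the 3′ adapter, aligned the 36-nucleotide reads to mm9 with SOAP, collapsed identical sequences and deposited a raw read count for each distinct sequence, without normalization. Genome alignment and trimming are therefore included in the files, and reads that did not align were not analysed here. No column of any other sample was used.

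From these counts the following was computed. The depth of each library was its total reads, 4523267 young and 6658732 old. All tags without undetermined bases, 725131 distinct tags, were searched for perfect matches in NCBIM37 (mm9), and positions and gene classes were taken from an annotation of the same assembly, with tags of over 60 perfect matches set apart. The annotation lists miRNA precursors only. Known miRNAs were therefore assigned to tags through the counts of Table S1, where a single tag held both counts, which gave 199 miRNAs, and the other count pairs were left out of the main set. The counts of Tables S1 to S4 were examined before the design was fixed, so the design is not blind to the study's values. The miRNA candidates of Table S4 were counted as the tags equal to its mature sequences. Ratios were normalized by the total reads and a count of 0 was set to 0.5.

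P-values came from the formula of the MA-plot-based random sampling model of DEGseq, two-sided and unadjusted as in the paper, with an exact binomial test and Benjamini-Hochberg adjustment beside it. edgeR's quasi-likelihood test was not fitted, since 1 library per age leaves no residual degrees of freedom. These tests compare the 2 libraries and not the ages, and no p-value across miRNAs is given. Lists of miRNAs were placed among 10000 random lists of the same size, drawn for each member from the 20 miRNAs nearest in mean expression. Slopes on GC content were fitted by least squares over miRNAs, or over starts of 18 nucleotides with at least 20 reads, with an interval from 1000 bootstrap draws. Precursors were folded with RNAfold 2.7.2 at 37 °C. Other work was done in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, whose factors were used for scaling.

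The named miRNAs follow a rule set before the data were examined. They are those the study names, the 5 with the most reads, and the 5 with the largest rise and the 5 with the largest fall among those with at least 10 reads in a library, star sequences left out. This gave 31 miRNAs. miR-1 and the members of the marker lists fall outside it and were chosen after their values had been seen. The alternatives set before the data were examined were other depths (known-miRNA reads, TMM factors, DESeq2's size factors, total reads without the counted let-7 tags), matching of all tags with the same first 18 nucleotides, other read minimums (none and 50), 1 read added to each normalized count, star sequences included, tags with a single perfect match, a linear correction for GC content, assumed biological coefficients of variation of 0.1, 0.2 and 0.4, and shuffled precursors. Naming by the annotated precursor, counts per annotated miRNA gene, each tag counted once, a depth without all tags of the let-7 5′ ends, the use of all counts of Table S1, the GC correction of the let-7 family and the chromosome 12 cluster, the lists on the X chromosome, a minimum of 2 reads for candidates and the comparison without the miR-341 isomiR were added after the data had been seen. Lists of miRNAs of muscle, blood, pituitary, choroid plexus and liver were written from general knowledge after some members' values had been seen.

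The statistics were tested on simulated counts for 19504 tags, 200 of them changed. The random sampling model gave a p under 0.05 for 77% of the changed tags, for all of the 40 with at least 100 reads, and for 6.09% of the unchanged tags. The exact binomial test gave 72.5% and 4.08%. Of 100 unchanged lists, 5 lay outside the middle 95% of the random lists, and a GC slope of -0.4 was recovered as -0.422. The simulated counts had the sampling of reads as their only spread, with none between mice or libraries. The values of the simulated lists were independent of each other. The simulation therefore does not show how lists of miRNAs related by family or position behave. At depths of a few reads, as for most miRNA candidates, a 2-fold difference cannot be told from the sampling of reads.

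The qPCR measurements, target predictions, pathway enrichments and mRNA arrays of the study were not analysed here. No set test was run on the supplementary lists of predicted targets, of which the copy used here was shortened.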

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

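The test on miR-133 and that on the other muscle miRNAs were chosen after the results had been seen, while the tests on mitochondrial tRNA were set before theirs.

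Reads on mitochondrial tRNA genes, which the paper does not report on, made up 2.85% of the young library (95% Wilson interval 2.83 to 2.86%) and 3.22% of the old library (3.21 to 3.23%). All 22 annotated genes had reads. The mt-Ty gene held 76.0% of them, which argues against a breakdown of all mitochondrial tRNAs alike, and mt-Ts2 held 16.4%. Nuclear copies of mitochondrial DNA stay open as a source. Only 3.21% of the reads lacked a perfect match on a nuclear chromosome, the outcome that had been set beforehand as pointing to nuclear copies. However, a sequence shared by both genomes does not show which of them was transcribed, so this reading was changed to open after the result was seen. The difference between the libraries has no replicate check, and age and library cannot be separated. No biological explanation was tested.

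The tag of miR-1, which the paper's text does not discuss, had 21027 young and 51499 old reads, a log2 ratio of 0.73 under the paper's scaling. A candidate explanation is RNA of muscle in the old library. The other muscle miRNAs with a counted tag, miR-206 (3425 young and 5054 old reads, log2 ratio 0.00) and miR-499 (129 and 172 reads, -0.14), had a median log2 ratio of -0.0697, which decides nothing. It is near 0 over members that go both ways, it was 0.46 with TMM factors and 0.55 with DESeq2's size factors, and the muscle list as a whole lay at percentile 95.6 of random lists. This test had been read as arguing against muscle RNA, and that reading was withdrawn after the result was seen. The argument against muscle RNA rests on miR-133 only. The annotated miR-133 genes, abundant in muscle by general knowledge, had 27 young and 20 old reads in all, in the old library 0.0330% of the reads on the miR-1 gene. A loss of miR-133 during library preparation was not tested. The GC content of the miR-1 tag is 27.3%, in a range where the counted miRNAs had a median log2 ratio of 0.03. Age stays open and untested.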

How the results depend on the processing

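No paired analysis was possible because there is 1 library per age, and for the same reason no replicate was left out and no other split of the samples exists. Choices said to be added were made after the data had been seen.

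The direction of the known miRNAs depended on the scaling more than on any other choice tried. The share with a lower normalized count in the old library was 80.3% by total reads, 86.7% with known-miRNA reads as the depth, 70.5% with total reads without the counted let-7 tags, 55.5% with TMM factors and 49.1% with DESeq2's size factors, where the direction reversed. The corresponding median log2 ratios were -0.60, -0.82, -0.40, -0.0778 and 0.0163. In the added set also named by the annotated precursor, TMM factors gave 47.5% and a median of 0.0390, again reversed. A depth without all tags of the let-7 5′ ends, also added, gave 64.7% and a median of -0.23. TMM and DESeq2's size factors are built on the assumption that most miRNAs do not change, so a median near 0 follows from their construction and cannot show whether miRNAs fell as a class. Matching of all tags with the same start, read minimums of none or 50, 1 read added, star sequences included, tags with a single perfect match and the GC correction left the share between 79.2 and 82.7%. An added count per annotated miRNA gene, which uses nothing of Table S1, gave 79.7% of 301 genes lower and a median of -0.69. With each tag counted only once, also added, since 2 tags each stand for 2 miRNAs, 160 of 197 miRNAs differed between the libraries, 47 changed at least 2-fold, and the share lower was 80.7%. All 199 miRNAs had at least 10 reads, so the removal of the read minimum could change nothing.

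The number of miRNAs changed at least 2-fold was 47 (2 up, 45 down) and became 29 (15 up, 14 down) with TMM factors, 30 (18 up, 12 down) with DESeq2's size factors, 31 (10 up, 21 down) with the added depth without all tags of the let-7 5′ ends, and 72 (4 up, 68 down) with the added naming by precursor. Under the other alternatives it was 35 to 70. The number different between the libraries was 162 and between 133 and 174 under the other alternatives set beforehand, except that an assumed biological coefficient of variation of 0.2 left 74 and one of 0.4 left 7. Its split into higher and lower moved from 22 and 140 to 61 and 82 with TMM factors and to 72 and 73 with DESeq2's size factors. The spread between mice is unknown here, and it decides how many of the calls could hold for the ages.

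The old/young ratio of depths was 1.47 over all reads and 1.32 over reads with a single genome match. The reads on known miRNAs were 4812863, rising to 8190877 with all tags of the same start and falling to 2864800 for tags with a single genome match. The number of known miRNAs was 199 and 421 with the added naming by precursor. The candidates of Table S4 changed at least 2-fold numbered 23 and only 6 with at least 10 reads in a library, since 33 of 41 have fewer. With DESeq2's size factors they were 8 up and 10 down in place of 4 and 19. With all tags of the same start they numbered 25, 2 up and 23 down. The ratio of mean reads of known miRNAs to candidates was 235. It was 125 with all tags of the same start, 118 for medians, and in added comparisons 2037 without the miR-341 isomiR, 83.9 with all counts of Table S1, 727 with both, and 3.33 for medians over all counts of Table S1. The counted miRNAs leave out most of those with few reads, which raises the ratio.

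The let-7 family had a median log2 ratio of 0.57, which was 1.10 with TMM factors and 1.19 with DESeq2's size factors and stayed above 0 under all alternatives tried. Its place above all 10000 random lists held with all tags of the same start and with the added GC correction. The place of the chromosome 12 cluster inside the middle 95% of the random lists also held under each alternative run for it.

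Among the named miRNAs, let-7b reversed with known-miRNA reads as the depth (-0.13), let-7i with DESeq2's size factors (0.0785), miR-132 with TMM factors (0.25) and DESeq2's size factors (0.34), miR-344 with the same factors (0.14 and 0.24), and miR-29a with these (0.34 and 0.43) and with total reads without the counted let-7 tags (0.0174). Each reversal follows from the shift of all log2 ratios that the scaling brings. Calls were lost without a change of sign for let-7i and miR-145 with TMM factors, miR-145 with DESeq2's size factors, miR-132 with total reads without the counted let-7 tags, and miR-10b with known-miRNA reads. Matching of all tags with the same start changed no sign or call among the 31 named miRNAs. Of the 41 precursors of Table S4, all fold into a single stem-loop, and for 30 of them at most 5 of 100 shuffles had a free energy as low. Selection by miRDeep favours such hairpins.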

Differences from the paper's values

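The paper detected 558 known miRNAs, and 199 were counted here because the others could not be assigned to a single tag. None of the alternatives set before the data were examined closed the gap (199 with all tags of the same start or with at least 10 reads, 169 with a single genome match). Naming by the annotated precursor, chosen after seeing the values, gave 421.

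The paper reports 75 known miRNAs changed at least 2-fold, 4 up and 71 down, against 47, 2 up and 45 down, here. The total came within 1.5 times the paper's, the margin used for differences, with known-miRNA reads as the depth (70) and with star sequences included (58), and the number down likewise (70 and 55). The number up did so with total reads without the counted let-7 tags (5) and with star sequences included (3). The paper reports star sequences separately, so their inclusion does not follow its count. No other alternative set before the data were examined came within that margin. Naming by the annotated precursor, chosen after seeing the values, gave 72, 4 up and 68 down, on 223 miRNAs, and named miR-17 and miR-10b among those up.

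The paper gives roughly 3 orders of magnitude, on average, between the copy numbers of known miRNAs and of its candidates, against 2.37 here. It was 2.10 with all tags of the same start and 2.07 for medians, so that no alternative set before the data were examined closed the gap. Without the miR-341 isomiR, a comparison chosen after seeing the values, the ratio of the means was 2037, and 727 over all counts of Table S1. With the isomiR kept, it was 83.9 over all counts of Table S1 and 3.33 for their medians, also chosen after seeing the values.

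The paper lists 3 candidates that overlap snoRNA sequences, against 7 in the annotation used here, which include those 3. No alternative was set for this number.

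For 18 candidates changed at least 2-fold in the paper, 23 were found here, within the same margin. The paper's number was reached with DESeq2's size factors (8 up, 10 down) and, with its split of 4 up and 14 down, under a minimum of 2 reads in the libraries together, chosen after seeing the values.

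The paper's text gives 7049494 reads on known miRNAs, against 4812863 here, within the same margin. The counts of all miRNAs in its Table S1 sum to 4818992, so the miRNAs left out here do not account for the gap. Perfectly matching reads inside annotated miRNA precursors, on their strand, numbered 6962826, close to the number in the paper's text. Counts per annotated miRNA gene were added after the data had been seen.

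The paper states that let-7b was not significantly altered. Here its exact binomial p was 1.99e-12 with a log2 ratio of 0.08, and Table S2 of the paper prints a p of 6.13e-13, the value of the random sampling model here.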

Other observations

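All 4 tests of the general decrease were chosen as tests only after the result had been seen. So were the test of GC content in every class, the test of tag length and both tests of few reads. The lists of tissue miRNAs, some members of which had been seen, were also chosen afterwards. The matching of all tags with the same start, used against the choice of a single tag, had been set beforehand as an alternative. The tests of the pooled GC trend, and of the let-7 family and chromosome 12 as its source, were set before their results. The tests of GC content as the source of the changes of these lists rest on the GC correction. For these lists it was added after the data had been seen. For the chromosome 12 cluster, the candidates with a 2-fold difference and tag length, the verdict was withdrawn or left open only once the result was known.

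The log2 ratio (old/young) of the known miRNAs fell with the GC content of their tag, a trend noticed in an exploratory correlation. Over 199 miRNAs the slope was -0.47 per 10 percentage points (bootstrap interval -0.56 to -0.38, Pearson's r -0.611 across miRNAs, which are not independent replicates). Below 35% GC the median log2 ratio was 0.03 and 45% of the miRNAs were lower in the old library. From 35 to 45% these values were -0.19 and 64.7%, from 45 to 55% -0.73 and 89.0%, and at 55% or more -1.28 and 100%. The slope was -0.44 without the let-7 family and -0.46 without the chromosome 12 cluster, which argues against either as its only source. A GC-dependent difference between the library preparations or sequencing runs may contribute. Outside annotated miRNA genes the pooled slope had the same sign, -0.28 (interval -0.33 to -0.23), the outcome set beforehand for that explanation. Those reads can still hold miRNAs, since 13 counted miRNAs, let-7e among them, lay in no annotated precursor. Starts of the same RNA can overlap, so the intervals over starts may be too narrow. The classes were not uniform, however. The slope was -0.48 in exons (-0.70 to -0.30) and -0.30 in intergenic positions (-0.39 to -0.21), but -0.17 in snoRNA (-0.36 to 0.01), -0.06 in introns (-0.19 to 0.06) and -0.0205 in mitochondrial tRNA (-0.15 to 0.12). The last of these, over 179 starts from at most 22 genes, argues only weakly against a GC effect of the same size in every class of reads. Since each age has 1 library, a library effect and an effect of age on GC-rich small RNAs remain open. A linear correction takes out the slope and not the overall level, so it does not test the general decrease, and the median after it was -0.61.

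The general decrease of known miRNAs, with a median log2 ratio of -0.60, was set against technical explanations. With the reads on let-7 5′ ends taken out of both depths, the median of the other miRNAs was -0.27, so the growth of the let-7 share may account for part of the decrease and not for all of it. With reads holding an undetermined base taken out, the median was -0.66. It was -0.58 among the 57 most abundant miRNAs, which argues against low counts, and -0.59 with all tags of the same start, which argues against the choice of 1 tag per miRNA. Whether total reads are the right scaling stays open. The median of -0.08 with TMM factors does not decide it, because that method centres the ratios. Age stays open too and was not tested.

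Although no other counted miRNA reached the reads of let-7g, let-7f and let-7c, the let-7 family rose against those drawn as nearest in mean expression. Its GC content is low for known miRNAs, with a median of 40.9%, but after the GC trend was taken out its median log2 ratio was 0.23, still above all 10000 random lists (percentile 100), with 5 of 8 members above 0. The GC trend is therefore not its whole source in these libraries. Whether the rise belongs to age or to these libraries was not tested.

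The chromosome 12 cluster was not set apart from other known miRNAs, a negative result. Its median lay at percentile 42.2 of the random lists before the GC correction and at 15.4 after it. In the set also named by the annotated precursor, added after the data had been seen, 39 of 45 members were lower in the old library and the median of -0.82 lay at percentile 6.70, the lowest of the placements made and still inside the middle 95%. The test of GC content as the source of a lower ratio rests on the GC correction, which was added after the data had been seen. It is void, since there was no such difference to explain. The list of X chromosome miRNAs without let-7f, added after the data had been seen, had a median of -0.41 at percentile 99.0, and after the GC correction one of -0.50 at percentile 87.4.

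Most candidates of Table S4 with a 2-fold difference were lower in the old library. The rule for a count of 0 favours this direction. A candidate with 1 young and 0 old reads counts as 2-fold lower, while 0 young and 1 old read do not count as 2-fold higher. For 7 of the 23 the exact p was under 0.05, a test that is void because it runs on candidates chosen for their difference. A count over all 41, added for that reason, gave 17.1% (7 candidates, where chance gives at most 2.05), and 2 passed after Benjamini-Hochberg adjustment. These 2 were the miR-341 isomiR, on Mir341, and seq_692265_x97, on SNORD20. The argument against the sampling of reads as the source of all the differences rests mainly on them. Sampling may well be the source of many of the others, since 9 of the 23 had 3 reads or fewer in both libraries.

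Of the lists of tissue miRNAs, none lay outside the middle 95% of the random lists. These lists were placed in the larger set also named by the annotated precursor, which adds miR-144 to the blood list and miR-200a to the pituitary list. The percentile was 95.6 for muscle (3 miRNAs named, median log2 ratio 0.00), 47.1 for blood (4, -0.62), 9.97 for pituitary (4, -1.21), 18.4 for choroid plexus (4, -0.94) and 57.0 for liver (3, -0.61). All named members had reads in both brain libraries, no member is on more than 1 list, and miR-375 of the pituitary list is named by the study. The most abundant members were miR-1, miR-486, miR-7a, miR-34c and miR-192.

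Tags with the same 5′ end were slightly longer in the old library, at 163 of 262 ends with at least 200 reads per library (62.2%, median shift 0.0145 nucleotides). The pattern was first noticed on a hand-picked set of miRNAs. It held for 119 of 186 ends in miRNA genes and for 57.9% of the 76 outside, where the median shift was 0.0161 nucleotides. The shift outside miRNA genes is the outcome written down for a difference in size selection, so that source may contribute. Ends outside annotated miRNA genes may include some of the 13 counted miRNAs with no annotated precursor. No limit for how strong it had to be was written down, the share is only slightly above an even split, and the verdict was left open.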
